A study of Mus musculus with 2 samples.

How the data were processed

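Photo-isolation chemistry is a spatial transcriptome method in which reverse transcription is run inside a tissue section with primers that carry a light-sensitive cage, and ultraviolet light then releases the cDNA of chosen areas. Per the labels' protocols, mouse embryonic limb mesenchymal cells of the ICR strain were grown as organoids for 48 h with Fgf8b and Wnt3a, and 5 organoids from 4 cultures were frozen on day 2. Sections of 10 µm were fixed with 4% paraformaldehyde, and distal or proximal areas were lit at 365 nm for 3 min through a 20x objective. Per the labels, 5 distal regions and 5 proximal regions carried their own barcodes, the 5 regions of a side were pooled into 1 library, and the 2 libraries were indexed separately and sequenced as paired ends. The library and the side of the organoid were therefore the same split.

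The file analysed was the authors' own comparison of distal with proximal, with 1 line for each of 13916 protein-coding genes. Per the file headers, its columns are those of a DESeq2 results table made by the authors, with a mean, a log2 change, its standard error, a statistic, a p-value and an adjusted p. The mean is a signal in units of normalized counts, which the authors averaged over all regions and deposited as 1 value per gene. The log2 change and its standard error were fitted by the authors, and a positive value means higher in distal. The statistic is a score that equals the deposited log2 change divided by its standard error, to within 1.91e-06. The deposited p-value is the two-sided normal probability of that score. The aligner, the counting, the genome build and the annotation are not stated by the labels or the file headers, so chromosomes are given as the file names them, without coordinates. The deposited adjusted p equals the p-value multiplied by 18350 and divided by a whole rank for 95.8% of the 289 genes used to read it, so the authors adjusted over more features than the genes analysed here.

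No count test was run, because the table holds no value per region and counts per region were recovered only for genes with low means. The calls are the genes with a deposited adjusted p under 0.05. The depth of each region was read from the lowest means. A gene with 1 count in 1 region has a mean of 1 count divided by that region's size factor and by the number of regions, so the lowest means repeat on steps. A step was accepted where at least 20 genes shared it and it was no sum of lower steps, which gave 10 steps and so 10 size factors. A region's side was read from the sign of the authors' contrast, as the direction in which the log2 change moved between genes with 1 and 2 counts there. The sums of steps gave 1 matching set of region counts for 4613 of the 4624 genes with a mean up to 1.2. A negative binomial fit with fitted means held at or above 0.5 and a dispersion of 10 was computed here for genes with 1 count.

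For the other genes, the counts behind each side were computed from the mean, the log2 change and the size factors. Among the 856 genes with recovered counts of at most 3 in distal and at least 8 in proximal, the computed distal counts had a median absolute error of 0.131 counts and a largest error of 1.20. The computed proximal counts of these genes were less exact, with a median error of -1.27 and a largest shortfall of 5.65 counts. Among the 12 genes with recovered counts of at most 3 in proximal and at least 5 in distal, the computed proximal counts had a median absolute error of 0.0927 and a largest error of 0.311. Where one side stood at 3 counts or fewer, a fold is given as a lower bound set at 3 counts, and no fold is given where both sides did. The Wilson intervals and bounds cover counting error only. The fold bounds hold the lower side at 3 counts and do not cover counting error on either side.

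Before the data were examined, 13 gene lists with 216 genes were written, of which 181 genes were in the table. Each list's median log2 change was placed among 10000 random lists of the same size, matched in 20 bins of mean expression, and a list was called outside when it lay beyond 2.5% of them on either side. Genes are not replicates, so these percentiles describe the 2 libraries and carry no p-value. The genes named are all members of the distal and proximal patterning lists in the table, members of the other lists with an adjusted p under 0.05, and the 5 genes with the largest log2 change in each direction among calls with a mean above the median. That rule was also set before the data were examined, and other genes are named with a statement that they were chosen afterwards. One member of the patterning lists is not reported here.

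Near-identical copies were searched with BLAST 2.17.0 in the transcripts of GENCODE mouse release M21, which was used for sequences only. A gene had a copy where the last 300 bases of any of its coding transcripts matched a transcript of another, non-overlapping gene over at least 200 bases at 95% identity or more. Of the listed genes, 13877 (99.7%) were matched to that release. A first version of the search used only the longest coding transcript, and the definition was widened after the copies among the calls had been seen, so both are reported.

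The calculations were tested on simulated data. With 13110 simulated genes, 10 of 10 steps were found. The simulated counts were returned for 3860 of 3860 genes with 1 matching set. That search used the steps put in, so the simulated counts were always among the matches. Its outcome was therefore fixed and checks the code only. The fit gave the right direction for 200 of 200 genes changed by 2 on the log2 scale. These genes had means of at least 10 and were fitted at the dispersion put in. The test therefore does not cover genes with 1 count, for which the fit is used here. Of 100 lists of 15 genes shifted by 0.5, 56 lay above the upper limit, and 6 of 100 unshifted lists lay outside the limits. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The alternatives were other thresholds, filters on expression, a recomputed adjustment, centring of the log2 changes and other ways of scoring the lists. Alternatives that need values per region were not run.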

Results

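The distal and the proximal parts of mouse limb-mesenchymal organoids were compared to find transcripts enriched on either side. The series held 1 distal and 1 proximal library, each pooled from 5 barcoded regions, and the values below come from the authors' deposited table of that comparison. The 5 regions of a side shared a library, so no difference has a check in an independent library, and an effect of the side cannot be told apart from an effect of the library.

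Genes were covered thinly. In the authors' deposited table the median of the mean normalized counts was 3.40, with a range from 0.0414 to 682. Of the 13916 genes, 4312 (31.0%) had a mean under 1 and 3757 (27.0%) a mean of at least 10. The size factors read from the lowest means were 0.832, 0.698, 0.559, 0.510 and 0.329 for the distal regions and 2.42, 2.21, 1.96, 1.57 and 1.502 for the proximal regions. The proximal sum was 3.30 times the distal sum. Multiplied by the summed means of the listed genes, these factors correspond to about 46991 to 118978 counts per distal region and 214774 to 345649 counts per proximal region. At this depth, 3 counts over all regions of a side correspond to a normalized mean of 1.02 in distal and 0.311 in proximal.

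**Figure D1:**
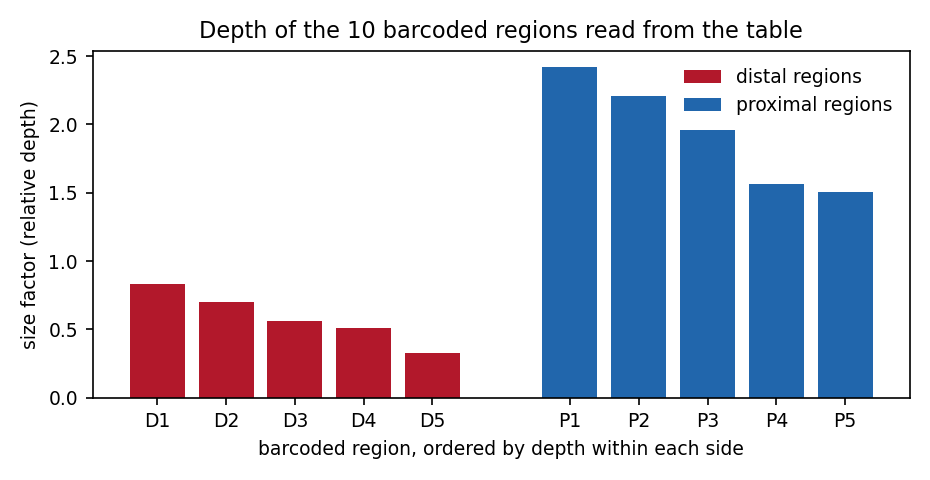
Size factors (relative depth, no unit) of the 10 barcoded regions, with 1 bar per region, ordered by depth within each side. The distal bars lie between 0.329 and 0.832 and the proximal bars between 1.502 and 2.42.

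The first question was which genes differed between the sides. An adjusted p under 0.05 in the authors' deposited table was found for 136 genes, of which 55 were higher in distal and 81 higher in proximal. The distal share of the calls was 40.4% (95% Wilson interval 32.6 to 48.8%). The authors' deposited table gave 845 genes an unadjusted p under 0.05, 356 higher in distal and 489 higher in proximal. The alternative that moved the number of calls most was a threshold of 0.01 on the adjusted p, with 89 genes. Centring the log2 changes on the median of all genes, which was 0.07, gave 41 calls higher in distal and 96 higher in proximal, so the distal share was 29.9%. The median log2 change of the calls in the authors' deposited table was 1.03 for those higher in distal and -1.75 for those higher in proximal. Of the calls, 30 were higher in distal and 66 higher in proximal by at least 1 on the log2 scale. The lowest mean of a call in the authors' deposited table was 2.64.

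**Figure D2:**
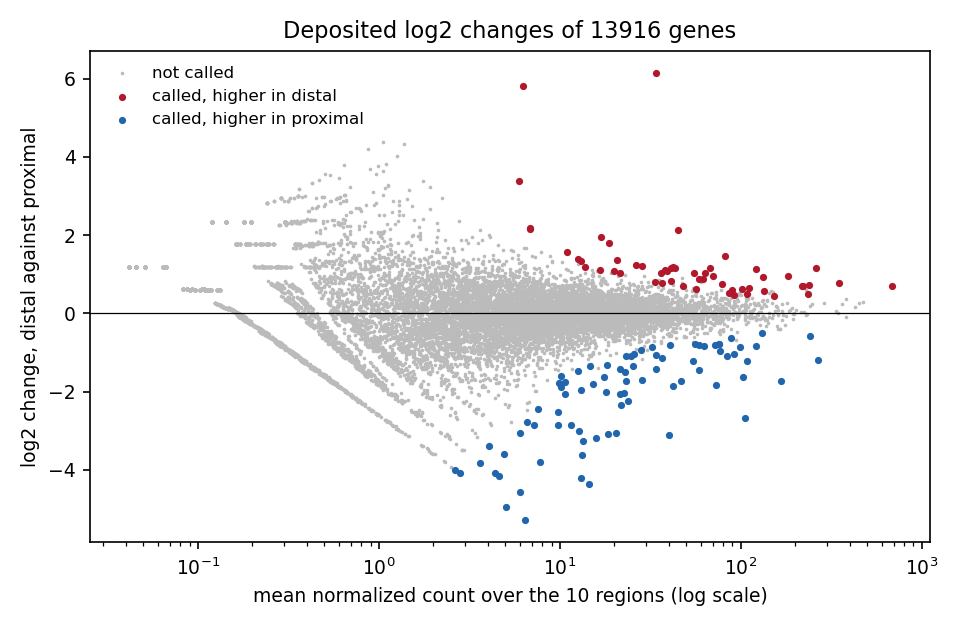
Log2 change of distal against proximal (vertical axis) against the mean normalized count over the 10 regions (horizontal axis, log scale) for 13916 genes in the authors' deposited table, 1 point per gene. Red points are the 55 calls higher in distal and blue points the 81 calls higher in proximal. Genes with few counts lie on bands, most of the lowest ones above 0.

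The largest changes among calls with a mean above the median of all genes were examined next. In the authors' deposited table, Sumo2 (ENSMUSG00000020738, chromosome 11) had the largest change towards distal, with a log2 change of 6.15, a standard error of 0.52 and an adjusted p of 9.3e-29. Its values correspond to about 196 distal and 9.11 proximal counts. Dynlt1b (ENSMUSG00000096255, chromosome 17) had an adjusted p of 2.71e-06 in the authors' deposited table and stood at 3 counts or fewer in proximal. With proximal set at 3 counts, it was at least 39.2-fold higher in distal. About 2.12 proximal counts were computed for it, so counting error could put its fold under this bound. The authors' deposited table listed Ndufs5 (ENSMUSG00000028648, chromosome 4) at a log2 change of 3.40, with a standard error of 0.61 and an adjusted p of 1.21e-05. Dynlt1b and Ndufs5 have near-identical copies at 100% and 99.3% identity, so reads of these genes could be split between loci and their values are uncertain. Tfap2a (ENSMUSG00000021359, chromosome 13) and Adamts20 (ENSMUSG00000022449, chromosome 15) had log2 changes of 2.19 and 2.15 in the authors' deposited table, with standard errors of 0.51 for both.

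Towards proximal, 3 of the 5 largest changes were lower bounds. Dpp10 (ENSMUSG00000036815, chromosome 1), Myl1 (ENSMUSG00000061816, chromosome 1) and Plxna2 (ENSMUSG00000026640, chromosome 1) stood at 3 counts or fewer in distal. With distal set at 3 counts, they were at least 11.5-fold, 10.8-fold and 8.84-fold lower in distal. These bounds cover no counting error, which could put the folds under them. The adjusted p of Dpp10, Myl1 and Plxna2 in the authors' deposited table was 1.29e-05, 0.000998 and 9.57e-05. Myl1 has a copy at 99.6% identity. In the authors' deposited table Smoc2 (ENSMUSG00000023886, chromosome 17) had a log2 change of -4.36 with a standard error of 0.75, and Acta2 (ENSMUSG00000035783, chromosome 19) one of -4.22 with a standard error of 0.77. About 3.97 and 3.90 distal counts were computed for Smoc2 and Acta2, just over 3, so the size of these changes is uncertain. In all, 10 calls higher in proximal and 1 call higher in distal had 3 counts or fewer on the lower side. The calls included 7 collagen genes, a group chosen after the values were seen, and all 7 were higher in proximal.

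The comparison also addressed whether genes that pattern the limb from its base to its tip differed between the sides. Of the genes in the distal and proximal patterning lists, 34 were in the table. Among the distal list, 5 genes were called, all higher in distal. In the authors' deposited table Hoxd13 (ENSMUSG00000001819, chromosome 2) had a log2 change of 1.16, a standard error of 0.14 and an adjusted p of 2.29e-14. The authors' deposited table gave Msx1 (ENSMUSG00000048450, chromosome 5) a log2 change of 1.12 with a standard error of 0.17 and an adjusted p of 2.09e-08. Lhx2 (ENSMUSG00000000247, chromosome 2) had a log2 change of 1.02 and Hoxd12 (ENSMUSG00000001823, chromosome 2) one of 1.10 in the authors' deposited table, with adjusted p of 2.22e-06 and 0.000108. Tfap2b (ENSMUSG00000025927, chromosome 1) had a log2 change of 1.79 with a standard error of 0.47 and an adjusted p of 0.0179 in the authors' deposited table.

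Other members of the distal list were not called. Positive log2 changes in the authors' deposited table were 0.56 for Hoxa13, 0.51 for Lhx9, 0.49 for Msx2, 0.46 for Hoxd11, 0.44 for Mycn, 0.75 for Fgf10 and 1.09 for Lmo2. Negative ones in the authors' deposited table were -2.34 for Hoxa11, with an adjusted p of 0.144, -0.87 for Jag1 and -0.28 for Sall1. Of the proximal list, Pbx3 (ENSMUSG00000038718, chromosome 2) was called, with a log2 change of -2.08, a standard error of 0.47 and an adjusted p of 0.00212 in the authors' deposited table. Hoxa10 had a log2 change of -0.83 and an adjusted p of 0.0609 in the authors' deposited table. Other log2 changes of proximal list members in the authors' deposited table were -0.43 for Tbx15, -0.33 for Hoxa9, 0.02 for Hoxd10, 0.50 for Cyp26b1 and 0.68 for Hoxd9, none of them called. The sign of Hoxd10 changed on centring.

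**Figure D3:**
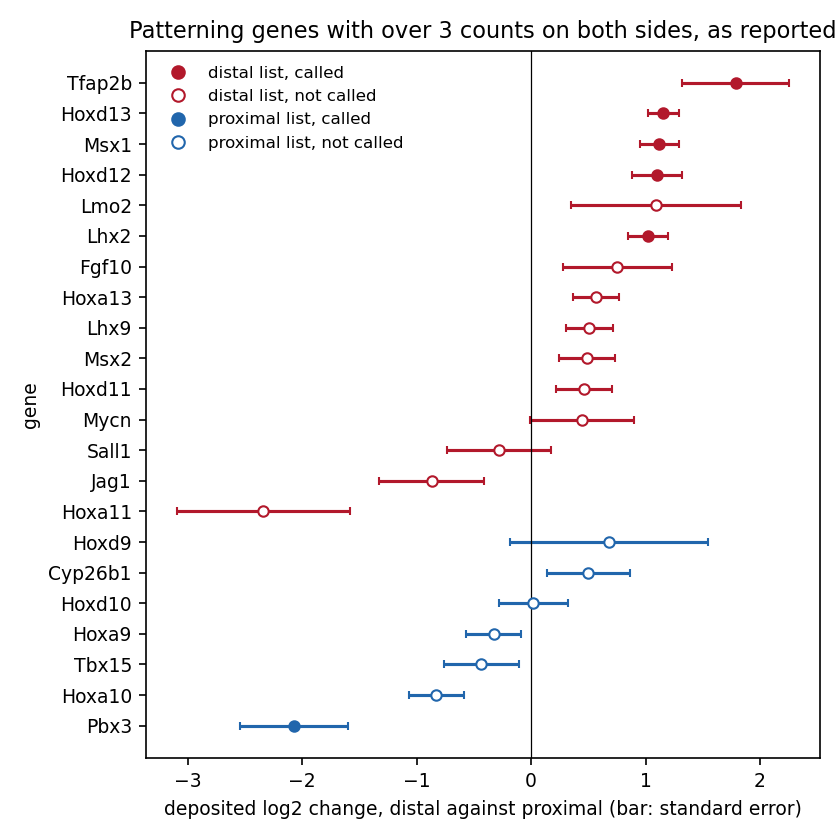
Log2 change of distal against proximal (horizontal axis) for 22 patterning genes with more than 3 counts on both sides, as given in the authors' deposited table, with its standard error as the bar. Filled points are called genes. The called members of the distal list lie between 1.02 and 1.79 and Pbx3, the called member of the proximal list, at -2.08.

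For 6 patterning genes (Alx1, Emx2, Meis1, Meis2, Meis3 and Sall4) both sides stood at 3 counts or fewer, and no difference was detectable at this depth. Irx3, Irx5, Lin28b, Sall3 and Shox2 stood at 3 counts or fewer in distal only. None of them was called. With distal set at 3 counts, Shox2 was at least 4.80-fold lower in distal, a bound that covers no counting error.

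Of the 13 lists, 5 lay outside the central 95% of matched random lists, where 0.65 would if their genes were drawn at random. Members of a written list may vary together, so 0.65 is no chance level for these lists. The median log2 change was 0.54 for the distal patterning list (percentile 100), 0.35 for the FGF response list (percentile 99.5) and 0.21 for the cell cycle list (percentile 99.1). It was -0.44 for the connective tissue list (percentile 0.01) and -2.55 for the muscle list (percentile 0.0). With genes at 3 counts or fewer on one side set to their bound and those at the floor on both sides left out, these medians were 0.51, 0.32, 0.21, -0.32 and -1.12. The proximal patterning list lay inside, at percentile 34.6 with a median of 0.14. With floor genes treated the same way its median was -0.33, and among genes with a mean of at least 10 it lay at percentile 0.74. The alternative that moved this number most, an analysis of genes with a mean of at least 1 that was chosen after seeing the data, put 7 of 11 scored lists outside. Random lists not matched on expression left 4 of 13 outside. The mean in place of the median put the distal patterning list at percentile 96.4.

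**Figure D4:**
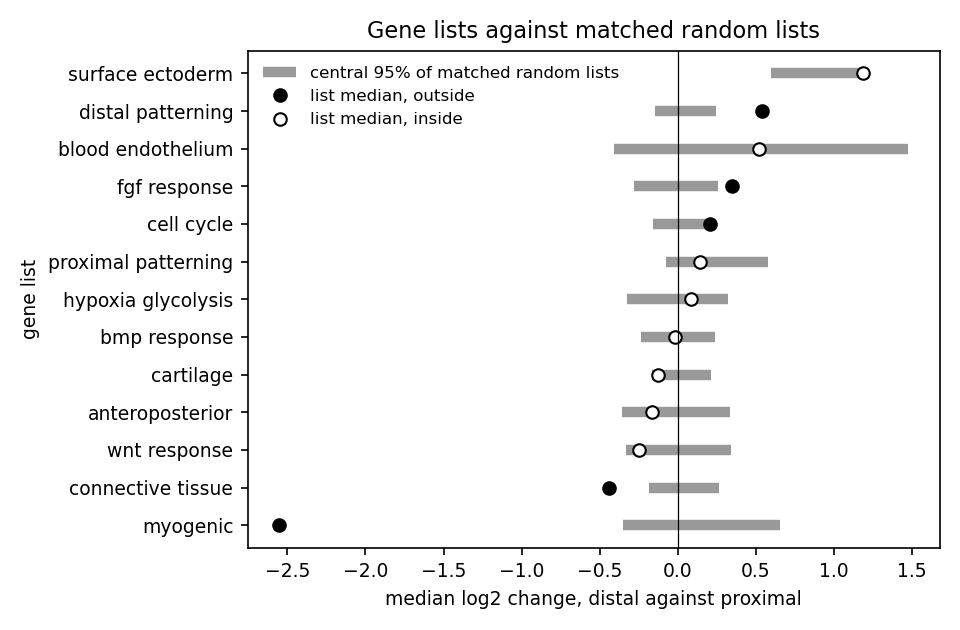
Median log2 change of each of the 13 gene lists (points, horizontal axis) with the central 95% of 10000 matched random lists (grey bars). Filled points mark the 5 lists outside, with medians from -2.55 for the muscle list to 0.54 for the distal patterning list.

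The other lists inside were anteroposterior patterning (percentile 17.1), blood and endothelium (53.4), BMP response (44.1), cartilage (6.07), hypoxia and glycolysis (70.1), surface ectoderm (59.8) and WNT response (6.94). Of the 181 list members in the table, 18 were called, 10 higher in distal and 8 higher in proximal. Adjusted over the list alone, 35 members passed 0.05, 16 higher in distal and 19 higher in proximal. The called members of the other lists that were higher in distal, with their log2 changes in the authors' deposited table, were Sox9 (0.69), Tcf7l2 (0.69), Id3 (0.44), Mcm6 (1.07) and Tfap2a (2.19). Sox9 had the highest mean in the authors' deposited table, 682. Those higher in proximal in the authors' deposited table were Col1a1 (-1.19), Col1a2 (-0.59), Col3a1 (-1.62), Osr2 (-2.85) and Actc1 (-3.11). Myog and Tnnt1 stood at 3 counts or fewer in distal. With distal set at 3 counts, they were at least 8.06-fold and 7.51-fold lower there, bounds that cover no counting error. No member of the FGF response list was called.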

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

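The settings named here were fixed before the data were examined, except an adjustment over genes with a mean of at least 10, the removal of genes with a copy, centring on genes with a mean above the median, lists of genes with a mean of at least 1, all settings of the copy search, and uncalled list members with floor genes at their bound.

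The number of calls stayed within 1.5 times 136 under 9 of 10 alternatives. A threshold of 0.01 gave 89 genes. More genes were higher in proximal than in distal under each of the 10. The distal share left its interval under 2 of them. It was 31.25% with a log2 change of at least 1, and 29.9% with centring on the median of all genes, where 122 of the 136 calls kept their call and direction. That median is raised by genes with few counts, since it was 0.35 among genes with a mean up to the median mean and -0.02 among those above it. Centring on the latter gave a share of 41.4%. Without genes that have a copy, 43 calls were higher in distal and 78 in proximal.

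The number of lists outside the central 95% ranged from 4 to 7. Of 86 list values under an alternative, 76 kept their place, 4 became weaker, 6 stronger and 0 reversed. With the mean in place of the median, the distal patterning list moved to percentile 96.43, the anteroposterior list to 0.08 and the proximal patterning list to 0.17. Without matching on expression, the cell cycle list moved to 79.18, the FGF response list to 89.32 and the surface ectoderm list to 99.265. Among genes with a mean of at least 10, the FGF response list moved to 97.35 and the proximal patterning list to 0.74. Among genes with a mean of at least 1, the anteroposterior list moved to 0.48 and the proximal patterning list to 0.61. The cause was not tested for these moves. The filter at a mean of at least 1 left out 6 proximal patterning members. Of these, the 5 at 3 counts or fewer on both sides had positive deposited log2 changes, from 0.62 to 2.34, and Irx3 had -1.77. The surface ectoderm median of 1.19 equalled the median of its matched random lists, so its move came with dropping the match. Lists with fewer than 3 members left were not scored, which applied 5 times, the muscle list at a mean of at least 10 among them.

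Of the 55 genes selected by the naming rule, centring left 52 on their side of the limit with their sign. Hoxd10 reversed, to a log2 change of -0.047. Id3 fell short of the limit at 0.38 and Hoxa10 passed it at -0.89. The number of calls higher in distal with a copy was 12, and was 13 at 90% identity, 10 at 98% identity and 6 with the longest coding transcript only. With floor genes at their bound, or at 0 where neither side passed 3 counts, the uncalled muscle list members moved from percentile 0.0 to 49.92, since 5 of the 9 then stood at 0, which fixes their median.

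No paired analysis was possible because the table holds no value per region. For the same reason, other count tests and size factors, another pseudocount, leaving out each region and the camera and fry set tests were not run. Depth limits the distal side most, since its size factors sum to 2.93 against 9.65 in proximal, so a gene absent from distal is bounded less tightly than one absent from proximal.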

Other observations

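The tests of the share of single counts, dividing cells, muscle genes, equal transcript length, a common shift, the length trend as a whole, ribosomal protein genes alone by either score, families with equal numbers of ribosomal protein genes, muscle genes at their bound and the pooled counts of muscle genes were chosen only after the results they bear on were seen. The copy definition was widened after the copies among the calls were seen, before the test on uncalled genes. The library and the side were the same split, so an effect of the library was not tested for any pattern below.

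Genes with the lowest means had positive log2 changes in the authors' deposited table, 100% of the 1392 genes with the lowest means. Of the 2263 genes with counts only in proximal regions, 1606 (71.0%) had a positive log2 change in the authors' deposited table, against the direction of their counts. The 1392 genes hold no distal count, since their means end at 0.118 and 1 distal count gives a mean of at least 0.120. Selection by mean fixed this, so they cannot compare the sides. Of all genes with 1 count, 22.7% (95% Wilson interval 20.5 to 25.1%) had it in a distal region, where distal regions hold 23.3% of the size factors. This argues against higher expression in distal for genes with 1 count. A fit with fitted means held at or above 0.5 gave 1.19 for 1 count in a proximal region, the value in the authors' deposited table, while 1 count in a distal region has 2.34 there. A candidate explanation is this floor together with the shallower distal regions. The sign of the log2 change of genes with a few counts therefore may carry no direction, Meis1 and Krt14 among them, the latter chosen after its values were seen.

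Several calls higher in distal were genes used by every cell, such as Sumo2, Ndufs5, Psmb5 and Eif5a, which apart from the first 2 were chosen after their values were seen. Of the calls higher in distal, 12 of 55 (21.8%) had a near-identical copy, at percentile 99.6 among lists matched on mean, against 3 of 81 calls higher in proximal (3.70%, percentile 6.56). With the definition first used, the number was 6 of 55. The 269 uncalled genes with a copy and a mean of at least 10 had a median log2 change of 0.12, at percentile 100 against genes without a copy, and at percentile 100 again when transcript length was matched too. They stayed at percentile 100 under all 4 copy definitions. The shift is small, 0.11 against matched genes. Taking it out left 10 of the 12 calls with a copy past the limit. This argues only against one shift of that size for all such genes as the whole cause. Short transcripts without a copy also shifted, to a median of 0.03 at percentile 100. The trend with length was small too, with decile medians from -0.051 to 0.074 against 1.03 for the calls higher in distal. Few calls could be lost by taking it out, and 49 of the 55 stayed past the limit. This argues only against a trend of that size as the whole cause. An effect of length that differs between genes was not tested. A general rise of biosynthesis genes stays undecided. Uncalled ribosomal, translation, proteasome and complex I genes without a copy had a median of 0.08 at percentile 97.44, just inside the limit. Called genes of these families, such as Rpl37 with a log2 change of 0.71 in the authors' deposited table, were left out. This test therefore cannot speak for the families as a whole. The 64 uncalled genes of the same families with a copy had a median of 0.07 at percentile 91.45, also inside and no higher than the 0.08 of those without, so within these families a copy went with no added shift. More dividing cells in distal stay open, with the cell cycle list at percentile 98.95 without its called member. Reads shared with copies, to a different extent from gene to gene, also stay open, and several of these may act together. Sumo2, the largest change, had no copy by this criterion, so copies as defined here do not account for it.

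Some pairs of near-identical genes moved apart, and were chosen after their values were seen. In the authors' deposited table Dynlt1a had a log2 change of -0.47, where Dynlt1b was higher in distal. Hmgn2 had 0.01 against 1.47 for Hmgn2-ps, and Rpl10 had -0.07 against 1.17 for Rpl10-ps3, all in the authors' deposited table. Not every gene and its named pseudogene did so. Ftl1 had 1.569 and Ftl1-ps1 1.575 in the authors' deposited table, at low means of 1.52 and 1.54. No explanation was tested for these pairs.

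Some genes used by every cell were listed at a few counts, chosen after their values were seen. Gapdh had a mean of 3.09 and Eef1a1 one of 0.493 in the authors' deposited table, with 89 and 10 copies. Eno1 had a mean of 1.40 there with 5 copies. Other genes chosen in the same way went against a loss of reads to copies. Pgk1 had a mean of 2.09 with 0 copies, and Actb one of 231 with 2 copies, both in the authors' deposited table. Loss of reads to copies was tested on ribosomal, translation, proteasome and complex I genes, and the result was opposite to what this predicts. The 80 genes with a copy had a median mean of 32.4 against 13.6 for the 135 without, at percentile 100. Of those with a copy 58 were ribosomal protein genes, against 16 of those without. Random lists with as many ribosomal protein genes put the same median at percentile 52.7, so the opposite result follows from the classes compared and decides nothing. Ribosomal protein genes alone were also compared. The 58 with a copy had a median mean of 38.9 against 77.7 for 16 without. The median of the 58 lay at percentile 19.0, which decides nothing, since random lists of 58 from 74 share most members and their lower limit was 38.6. The log2 difference of the medians was -0.98, the direction a loss of reads predicts, and lay at percentile 7.08 of random splits with limits of -1.22 and 1.19. A loss of reads to copies therefore stays open, and 16 genes without a copy are too few to decide it.

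Muscle genes were among the calls higher in proximal. The 9 uncalled members of the muscle list lay at percentile 0.0 of matched random lists, with a median log2 change of -1.45 as fitted. All 9 had 3 counts or fewer in distal, so the fitted values are no measure of size. With 6 of them at their bound the median was -0.82, and the other 3 have no fold. With those 3 set to 0 the 9 members lay at percentile 49.92, because 5 of them then stood at 0, so this scoring decides nothing. The most abundant member, Actc1, had a mean of 39.9 in the authors' deposited table, and 5 of the 12 members had a mean under 1. A difference in depth between the sides is argued against by the counts. The 9 uncalled members had about 5.86 distal and 149 proximal counts, a distal share of 3.78%, at percentile 0.0 of lists matched on mean, whose median share was 20.3%. The 5 of them with recovered counts had 0 of 35 counts in distal, with an upper 95% Wilson bound of 9.89%, where distal regions hold 23.3% of the size factors. A candidate explanation is that myogenic cells lay in the proximal regions.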
